# Targeting transcription in heart failure via CDK7/12/13 inhibition

**DOI:** 10.1038/s41467-022-31541-8

**Published:** 2022-07-27

**Authors:** Austin Hsu, Qiming Duan, Daniel S. Day, Xin Luo, Sarah McMahon, Yu Huang, Zachary B. Feldman, Zhen Jiang, Tinghu Zhang, Yanke Liang, Michael Alexanian, Arun Padmanabhan, Jonathan D. Brown, Charles Y. Lin, Nathanael S. Gray, Richard A. Young, Benoit G. Bruneau, Saptarsi M. Haldar

**Keywords:** Mechanisms of disease, Cardiac hypertrophy, Heart failure, Transcription

## Abstract

Heart failure with reduced ejection fraction (HFrEF) is associated with high mortality, highlighting an urgent need for new therapeutic strategies. As stress-activated cardiac signaling cascades converge on the nucleus to drive maladaptive gene programs, interdicting pathological transcription is a conceptually attractive approach for HFrEF therapy. Here, we demonstrate that CDK7/12/13 are critical regulators of transcription activation in the heart that can be pharmacologically inhibited to improve HFrEF. CDK7/12/13 inhibition using the first-in-class inhibitor THZ1 or RNAi blocks stress-induced transcription and pathologic hypertrophy in cultured rodent cardiomyocytes. THZ1 potently attenuates adverse cardiac remodeling and HFrEF pathogenesis in mice and blocks cardinal features of disease in human iPSC-derived cardiomyocytes. THZ1 suppresses Pol II enrichment at stress-transactivated cardiac genes and inhibits a specific pathologic gene program in the failing mouse heart. These data identify CDK7/12/13 as druggable regulators of cardiac gene transactivation during disease-related stress, suggesting that HFrEF features a critical dependency on transcription that can be therapeutically exploited.

## Abstract (web summary)

In this study, Hsu et al. show that inhibition of CDK7/12/13 attenuates maladaptive transcriptional activation in cultured cardiomyocytes and a mouse model of heart failure, suggesting that targeting the transcription machinery might be a therapeutic approach to treat heart failure with reduced ejection fraction.

## Introduction

Despite current standard of care, heart failure with reduced ejection fraction (HFrEF) remains associated with excessively high mortality and morbidity, highlighting an urgent need for new therapeutic strategies. Several pharmacotherapies for HFrEF that have been proven to improve outcomes, such as beta-adrenergic receptor antagonists and inhibitors of the renin-angiotensin system, typically interdict signaling at or near the plasma membrane. Ultimately, these stress-activated signaling cascades converge on the nucleus to drive maladaptive changes in gene transcription, which can chronically compromise cardiac function and fuel the vicious cycle of adverse cardiac remodeling and HFrEF pathogenesis^1^. As the gene regulatory machinery functions as a nodal integrator of upstream stress signals, drugging specific components of the transcription apparatus represents a conceptually attractive approach to treat HFrEF.

Previous studies have shown that hyperphosphorylation of RNA Polymerase II (Pol II) by multiprotein kinase complexes such as PTEFb (positive transcription elongation factor b) is a hallmark of pathological cardiac stress in rodent models of heart failure and in failing human hearts^2,3^, prompting us to hypothesize that inhibition of additional upstream Pol II C-terminal domain (CTD) kinase complexes such as TFIIH could attenuate pathologic transcription during HFrEF pathogenesis. THZ1 is a first-in-class small molecule inhibitor of CDK7 (Cyclin dependent kinase 7), a core kinase in the eukaryotic TFIIH complex upstream of Pol II CTD phosphorylation. THZ1 covalently binds Cysteine-312 on CDK7 at a site spatially distinct from the catalytic pocket, resulting in potent allosteric inhibition of CDK7 kinase activity^4^. THZ1 also inhibits two related Pol II CTD kinases, CDK12 and CDK13, by covalently binding accessible cysteine residues that are homologous to C312 of CDK7^4^. Preclinical studies across a broad array of tumor types have demonstrated that THZ1 can potently suppress transcription of gene programs that drive cancer progression^4–10^. These studies prompted us to explore the role of CDK7/12/13-dependent transcription in HFrEF pathogenesis. Here, we demonstrate that CDK7/12/13 are critical regulators of stress-mediated transcription activation in cultured cardiomyocytes and the adult mouse heart that can be pharmacologically inhibited to improve HFrEF.

## Results

### CDK7/12/13 inhibition in cultured cardiomyocytes inhibits the hypertrophic stress response

We began by studying the effects of inhibiting CDK7/12/13-dependent Pol II CTD phosphorylation via THZ1 (structure shown in Fig. 1A) in cultured neonatal rat ventricular myocytes (NRVM), a well-established in vitro system to probe adverse cardiomyocyte remodeling^11^. THZ1 treatment potently attenuated α1-adrenergic agonist (phenylephrine, PE)-induced cellular hypertrophy (Fig. 1B) and induction of *Nppa* and *Nppb*, two hallmark markers of pathological cardiomyocyte stress (Fig. 1C). To determine a specific role for cardiomyocyte CDK7/12/13 activity on phosphorylation of specific serine residues in the C-terminal heptapeptide repeats of Pol II^12,13^, we performed Western blots using phospho-serine specific Pol II antibodies. We observed increased levels of Ser2P, Ser7P and Ser5P Pol II phosphoforms during PE-mediated hypertrophic stress (Fig. 1D), consistent with increased Pol II CTD phosphorylation in this setting. THZ1 attenuated the PE-dependent increase in Ser2P and Ser7P (Fig. 1D). We did not observe a significant effect on bulk abundance of Ser5P in cardiomyocytes, which may reflect redundant regulation of this phosphoform by other Pol II CTD kinases^14–17^. The IC_50_ of THZ1 in these cardiomyocyte assays was 5–10 nM, which reflects a higher sensitivity to THZ1 than what has been observed in studies of growth inhibition of several cancer cell types^5–9,18–26^ (Supplementary Fig. 1A). Under baseline conditions, THZ1 showed no significant effect on NRVM size, *Nppa/Nppb* expression, or cell death (Fig. 1B–D and Supplementary Fig. 1B). As a critical negative control, we used THZ1-R, an inactive structural analog of THZ1 with minimal kinase inhibitory activity^4^. THZ1-R did not affect cellular hypertrophy, *Nppa/Nppb* induction, or Pol II CTD phosphorylation (Supplementary Fig. 1C–E). To validate for our findings using THZ1, we also assessed the antihypertrophic effect of the small molecule probe YKL-1-116^27^ (Supplementary Fig. 2A), which has substantially lower potency against CDK12/13. YKL-1-116 inhibited cellular hypertrophy and *Nppa/Nppb* induction but required concentrations 50–100 fold higher than THZ1 (Supplementary Fig. 2B, C)^27^. These data suggest that potent and combined inhibition of CDK7/12/13 is required for maximal suppression of the hypertrophic stress response in cardiomyocytes.

**Fig. 1:**
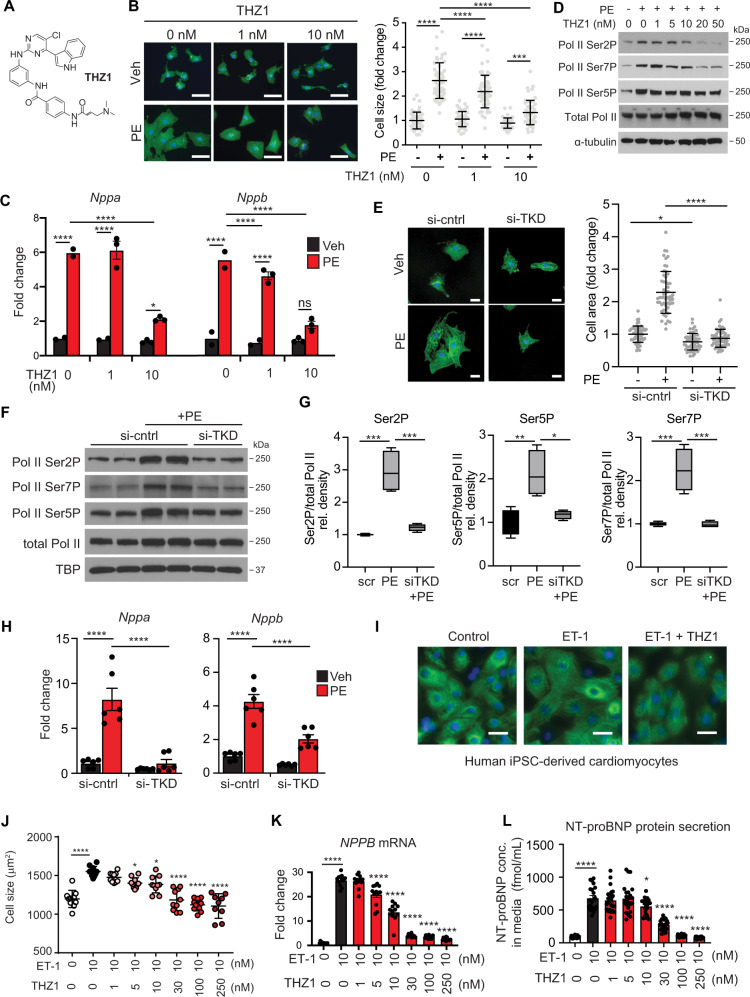
CDK7/12/13 inhibition attenuates hallmark features of pathologic cardiomyocyte remodeling in vitro. **A** Chemical structure of THZ1. **B** Representative image of NRVM treated ± THZ1 (at indicated concentrations) and PE (100 µM) for 48 h with cell area quantification (*n* = 50–55 randomly selected cells per condition). Scale bar: 30 μm. Bars denote mean ± SD. ***p = .0002. **C** Quantification of expression levels of indicated genes from real-time PCR (*n* = 3 for THZ1 1 nM + PE, and THZ1 10 nM ± PE groups; *n* = 2 for THZ1 0 nM ± PE and THZ1 1 nM − PE). Experiment was repeated three independent times with similar results. **D** Representative Western blots of NRVM with indicated treatment for specific targets. *N* = 3 independent experiments. Pol II phosphoforms and total Pol II were each probed from a separately run gel and membrane, with each lane loaded with an equivalent amount of total protein and lysate volume, derived from a common master stock of protein lysate for each designated condition. The loading control (α-tubulin) was probed on the same blot with Pol II Ser7P. For these Western blots, NRVM were harvested 30 min after exposure to PE. **E** Representative images of NRVM treated ± si-control (si-cntrl) or si-*Cdk7/12/13* (TKD) and PE (100 µM) for 48 h with cell area quantification (*n* = 55 randomly selected cells per condition). Scale bar: 30 μm. Bars denote mean ± SD. *p = 0.0127. **F** Representative Western blots of NRVM with indicated treatment for specific targets. Pol II phosphoforms and total Pol II were each probed from a separately run gel and membrane, with each lane loaded with an equivalent amount of total protein and lysate volume, derived from a common master stock of protein lysate for each designated condition. The loading control (TBP) was probed on the same blot with Pol II Ser7P. For these Western blots, NRVM were harvested 30 min after exposure to PE. Experiment was repeated three independent times with similar results. **G** Densitometry of Western blots in Fig. 1F (*n* = 4 per condition). Box plots show center line as median, whiskers show maxima and minima, and box limits show upper and lower quartiles. ***p = 0.0002 for Ser2P: scr vs. PE, ***p = 0.0004 for Ser2P: PE vs. siTKD + PE, **p = 0.0048 for Ser5P: scr vs. PE, *p = 0.0131 Ser5P: PE vs siTKD + PE, ***p = 0.0006 for Ser7P: scr vs PE, ***p = 0.0005 for Ser7P: PE vs siTKD + PE. **H** Quantification of expression levels of indicated genes from real-time PCR (*n* = 4). **I**, **J** Representative hiPSC-CM images (alpha-actinin staining in green and DAPI in blue) and quantification of cell size for indicated treatments (*n* = 10 for all conditions except ET-THZ1–250nM for which *n* = 9). Each data point represents the mean cell area for a single cell-culture chamber. For each chamber, 25 cells were randomly selected for area quantification. Scale bar: 30 μm. Bars denote mean ± SD. Significance values represent comparisons against the group that was exposed only to ET-1 (10 nM). *p = 0.0395 for ET vs. ET-THZ1–5nM, *p = 0.0133 for ET vs. ET-THZ1–10nM. **K** Gene expression levels of *NPPB* in hiPSC-CM with indicated treatments (*n* = 10). Significance values represent comparisons against the group that was exposed only to ET-1 (10 nM). **L** Protein concentration of secreted NT-proBNP in hiPSC-CM in the culture medium (*n* = 10). Significance values represent comparisons against the group that was exposed only to ET-1 (10 nM). *p = 0.0281 for ET vs ET-THZ1–10nM. Data are shown as means ± SEM unless otherwise noted. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 for all indicated comparisons. One-way ANOVA with Tukey’s multiple comparisons test was used for all statistical analyses. Exact p values are noted when possible. Source data are provided as a Source Data file.

To provide orthogonal validation for the on-target molecular pharmacology of THZ1 in our experimental system, we utilized specific siRNA probes to individually knockdown *Cdk7, Cdk12, or Cdk13* as well as triple knockdown (TKD) of all three kinases (Supplementary Fig. 3). We found that individual knockdown of *Cdk7*, *12*, or *13* did not consistently attenuate cardiomyocyte hypertrophy, *Nppa* and *Nppb* induction, and Pol II CTD hyperphosphorylation with the same potency of THZ1, indicating that depletion of a single kinase did not fully recapitulate the robust effects of THZ1 (Supplementary Fig. 3E, F). In contrast, triple knockdown of *Cdk7/12/13* potently attenuated PE-induced hypertrophy, *Nppa/Nppb* expression, and Pol II CTD hyperphosphorylation in a manner that more closely approximated the effects of THZ1 (Fig. 1E–H). The increased abundance of these specific Pol II phosphoforms during agonist stimulation and its decrease with CDK7/12/13 inhibition using THZ1 or siRNA confirms that the combined activity of these kinases is specifically increased during hypertrophic stress in cardiomyocytes. Together, our complementary data using chemical probes and RNAi establish a role for CDK7/12/13 as druggable transcription co-activators and positive regulators of pathological cardiomyocyte hypertrophy.

To enhance relevance to human HFrEF, we ascertained whether CDK7/12/13 inhibition with THZ1 could also block pathologic remodeling in human cardiomyocytes. We tested the effects of THZ1 in human-induced pluripotent stem cell-derived cardiomyocytes (iPSC-CMs), a well-validated in vitro experimental platform to study human cardiomyocyte stress signaling, using an iPSC line derived from a healthy human donor [iCell Cardiomyocytes, Cellular Dynamics International Inc. (CDI)]^28^. Previous studies have demonstrated that these cells mount a hypertrophic response to 10 nM endothelin-1 (ET-1)^28,29^. We found that THZ1 attenuated ET-1–mediated hypertrophic growth in human iPSC-CMs in a dose-dependent manner (Fig. 1I, J) with an IC_50_ ~10 nM, a potency that paralleled our rodent cardiomyocyte data. Consistent with the effects on cellular hypertrophy, qRT-PCR demonstrated that THZ1-suppressed transactivation of *NPPB/BNP* (Fig. 1K) and other typical marker genes induced in human iPSC-CMs during ET-1 stimulation (Supplementary Fig. 4A)^28^. Quantitative enzyme-linked immunosorbent assay (ELISA) confirmed that THZ1 attenuated the ET-1–stimulated secretion of N-terminal pro-BNP protein, a widely used clinical biomarker for human HFrEF (Fig. 1L).

### THZ1 alters gene expression and transcription in NRVM during hypertrophic stress

We next performed RNA-Seq in NRVM to profile the genome wide transcriptional mechanisms underlying the protective effects of THZ1 (Fig. 2A, Supplementary Data 1). 

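Gene expression was profiled by RNA-seq in NRVM, primary heart muscle cells cultured from newborn rats, in 4 groups of 3 libraries each. The groups were baseline, THZ1 alone, PE and PE + THZ1. PE, an α1-adrenergic agonist, was given at 100 µM, and THZ1 was given at 10 nM with a preincubation of 3 h. By the paper's methods and the sample labels the treatment lasted 48 h, whereas the names of 6 columns of the deposited table, those of the PE and PE + THZ1 libraries, give 24 h. The table holds a value for 15920 genes in each of the 12 libraries. The authors aligned single-end reads with TopHat, counted them on genes with htseq-count using strand, and divided the counts of each library by its DESeq2 size factor. Because each library's values are whole multiples of what 1 read is worth, the counted reads could be recovered, and 100% of the values came out whole within 0.01 of a read. Recovered totals ranged from 30458862 to 45885754 reads per library. The median was 36031834 reads at baseline (32777334 to 45885754), 38054002 with THZ1 alone (30458862 to 44996532), 36155161 with PE (34725954 to 41105955) and 33956570 with PE + THZ1 (33929154 to 34730817). The paper states more than 50 M reads per sample, and the values here use the reads counted on genes. The size factors ran from 0.857 to 1.33. After this scaling the summed normalized counts still differed between groups, with 38.0 ± 1.92 M (SD, n = 3) at baseline, 34.2 ± 0.470 M with THZ1 alone, 40.4 ± 0.131 M with PE and 33.8 ± 0.587 M with PE + THZ1. Scaling the libraries to equal totals is therefore a choice that moves the direction of many changes. Genes with a mean normalized count of at least 2.38, the lowest mean with an adjusted p among the 1999 genes that could be read from Supplementary Data 1, were tested, which kept 15867. Changes were tested with limma on log2(normalized count + 1) with all 12 libraries in 1 fit, and log2 changes on this scale understate those of low genes. The deposited table lists genes by Ensembl identifier without symbols, and 0 of its identifiers were matched to a symbol in the annotation used here, so *Nppa*, *Nppb* and *Xirp2* are not reported by name.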

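Of the genes tested, 7993 differed between PE and baseline at an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment), 4340 of them higher with PE and 3653 lower. Their median absolute log2 change was 0.40, against a median standard error of 0.07. Between PE + THZ1 and PE, 8970 genes differed, with 4447 higher and 4523 lower and a median absolute log2 change of 0.46. These splits depend on the scaling. With equal library totals, 2823 genes were higher and 4731 lower with PE than at baseline, and 7874 were higher and 2299 lower with PE + THZ1 than with PE. A total of 2747 genes were both raised by PE and lowered by THZ1 co-treatment, which is 63.3% of the genes PE raised. The alternative that moved this number most asked for an absolute log2 change of at least 1 in both comparisons and left 236 genes, and scaling the libraries to equal totals left 1328. With the replicate number as a block in the fit, 8161 genes changed with PE, of which 7916 were also found without the block. For PE + THZ1 against PE the block gave 9097 genes (8906 of them also found without it), and 2809 genes (2727 also found without it) were raised by PE and lowered by co-treatment. Deviations from the group means of libraries with the same replicate number had a mean Pearson r across genes of 0.0299 over 18 pairs. Those with other numbers had -0.0150 over 36 pairs. As deviations within a group cancel out, the value for other numbers follows almost entirely from that for the same number. It is no separate reference.
The authors' deposited table assigns each gene to 1 of 6 clusters. Cluster 5 of Fig. 2B, identified in the table by its size and position, holds 3740 genes or 23.5% of those in the authors' deposited table. Among the 3735 of them that were tested, 2721 (72.9%) were higher with PE than at baseline and 2 were lower. With THZ1 co-treatment 3058 (81.9%) were lower than with PE and 6 were higher. The clusters were made from these same libraries, so these numbers describe the cluster and are not a separate test of it. Of the 2747 genes, 2524 (91.9%) lie in this cluster. Clustering the row-scaled normalized counts of the tested genes by Ward's method with a Euclidean distance, and splitting the tree into 6, put 2481 genes (15.6%) in the cluster that shares most genes with cluster 5, and 2239 of these are also in cluster 5. Under the alternatives set for the clustering, with all libraries kept, the share moved most with 5 clusters, to 29.4%. ENSRNOG00000008176, a gene of cluster 5, had the largest rise with PE among genes with a mean normalized count of at least 100 and no overlap between the groups. Its normalized count was 24739 ± 8970 (SD, n = 3) at baseline and 13907 ± 512 with THZ1 alone. It was 221653 ± 27366 with PE and 22948 ± 1799 with PE + THZ1. THZ1 without PE thus lowered it as well, with a log2 change of -0.77 (standard error 0.15, adjusted p = 0.00036 from limma). The log2 change was 3.21 with PE (standard error 0.15, adjusted p = 1.1e-11 from limma) and -3.27 with THZ1 co-treatment (standard error 0.15, adjusted p = 2.7e-12 from limma). With each library left out in turn, its log2 change with PE was never under 3.07, and over the other settings the lowest was 2.92, with quantile normalization.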

Hierarchical clustering revealed six distinct gene expression patterns, with approximately one-fourth of all expressed genes falling into cluster 5, representing genes induced by PE stimulation and robustly suppressed with THZ1 co-treatment, such as *Nppa*, *Nppb*, and *Xirp2/Myomaxin* (Fig. 2B). 

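A total of 2328 genes were lowered by PE and raised by THZ1 co-treatment (adjusted p under 0.05 in both comparisons, limma), which is 63.7% of the genes PE lowered. With equal library totals the number was 3847, and with the replicate block it was 2399, of which 2313 were also found without the block. Cluster 2 of Fig. 2B holds 2263 genes of the authors' deposited table. Of the 2256 tested, 1180 (52.3%) were lower with PE than at baseline and 1 was higher, while 809 (35.9%) were higher with PE + THZ1 than with PE and 24 were lower. The 2328 genes are spread over the clusters, and 722 (31.0%) lie in cluster 2. ENSRNOG00000027742, a gene of cluster 1, had the largest fall with PE, with 3148 ± 34.6 normalized counts (SD, n = 3) at baseline, 382 ± 66.2 with PE and 1357 ± 169 with PE + THZ1. Its log2 change was -3.06 with PE (standard error 0.10, adjusted p = 1.2e-13 from limma) and 1.83 with THZ1 co-treatment (standard error 0.10, adjusted p = 1.9e-11 from limma).
For the 931 genes changed by PE with an absolute log2 change of at least 1, the share of the PE effect reversed by THZ1 was computed per gene as the step from PE to PE + THZ1 over the step from PE to baseline, so that 0 is no reversal and 1 is the baseline level. The median share was 0.720 (SD over replicates 0.0421, n = 3), with quartiles of 0.386 and 1.05. It was 0.892 for the 414 genes raised by PE and 0.662 for the 517 lowered. Shares were not computed with equal library totals. That scaling moved the median log2 change of PE + THZ1 against PE from 0.012 to 0.27. It may thus change how the raised and lowered genes compare. The share passed 1 for 27.7% of the genes and was under 0 for 7.95%. It passed 1 for 44.7% of the raised genes and 14.1% of the lowered ones. Over all 7993 genes changed by PE, without the minimum change, it passed 1 for 38.4% and was under 0 for 18.3%. Where 1 PE library picked the genes and the other two set the share, the median was 0.755, 0.739 and 0.736. Over all tested genes, the Euclidean distance to the baseline mean in log2(normalized count + 1) was 69.6 ± 2.08 (SD, n = 3) for PE, 67.2 ± 1.99 for PE + THZ1 and 65.6 ± 0.878 for THZ1 alone. PE was farther than PE + THZ1 by 2.48, with libraries of both groups overlapping (exact permutation test, two-sided, p = 0.2). As 3 libraries against 3 cannot go below 0.1, this test could not have passed 0.05 whatever the difference.

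**Figure D1:**
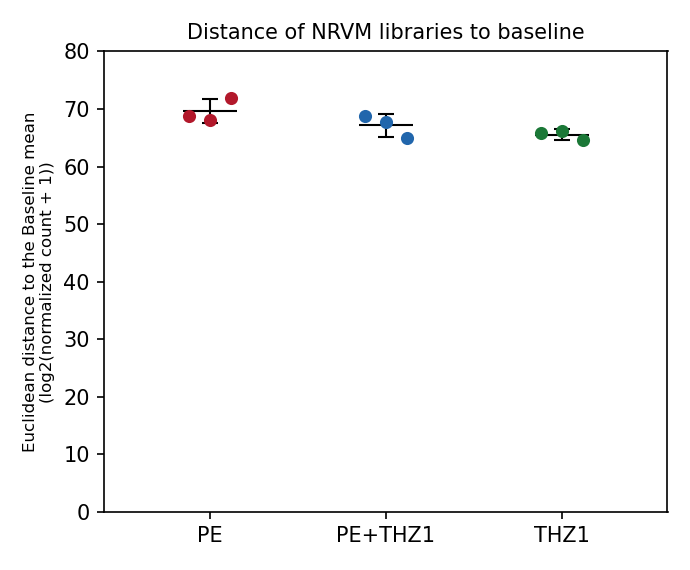
Euclidean distance of each NRVM library to the baseline mean over all tested genes, in log2(normalized count + 1), by treatment group. Points are libraries, and lines and bars are the mean and SD of 3 libraries. The PE libraries (68.9, 68.1 and 72.0) and the PE + THZ1 libraries (68.8, 67.8 and 64.9) overlap.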

THZ1 also attenuated the PE-mediated downregulation of a subset of genes (cluster 2), further suggesting that primary inhibition of stress-gene transactivation can shift the transcriptome towards the basal state. While THZ1 had no major effect on cardiomyocyte growth or viability at baseline (Fig. 1B–D and Supplementary Fig. 1B), there was a subset of genes for which THZ1 altered baseline expression (clusters 1 and 3). 

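Without PE, THZ1 changed 7496 genes against baseline (adjusted p under 0.05, limma), 3723 higher and 3773 lower. Of these genes, 788 had an absolute log2 change of at least 1, with 216 higher and 572 lower. The replicate block gave 7686 genes, of which 7434 were also found without it. Scaled to equal library totals, 8247 genes changed and 72.5% of them were higher, against 49.7% with the deposited scaling. In cluster 1 of Fig. 2B, 1570 of the 2349 tested genes (66.8%) were lower with THZ1 alone than at baseline and 0 were higher. In cluster 3, 2916 of 5010 (58.2%) were higher and 18 were lower. Genes changed by THZ1 alone were also found in cluster 5, where 1815 (48.6%) were lower and 174 were higher. Clusters 2, 4 and 6 had 330, 142 and 531 genes changed by THZ1 alone. The largest rise was that of ENSRNOG00000022637 in cluster 3, from 7750 ± 984 normalized counts (SD, n = 3) at baseline to 31229 ± 1879 with THZ1 alone, a log2 change of 2.02 (standard error 0.08, adjusted p = 9.9e-13 from limma). The largest fall was that of ENSRNOG00000011145 in cluster 1, from 247 ± 18.2 to 19.1 ± 4.45 normalized counts, a log2 change of -3.65 (standard error 0.18, adjusted p = 1.8e-11 from limma). From the patterns of clusters 5 and 2 the paper proposes that blocking the activation of stress genes moves the transcriptome towards the basal state, and it states that the expression of the genes of clusters 1 and 3 was altered by THZ1 without PE.

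**Figure D2:**
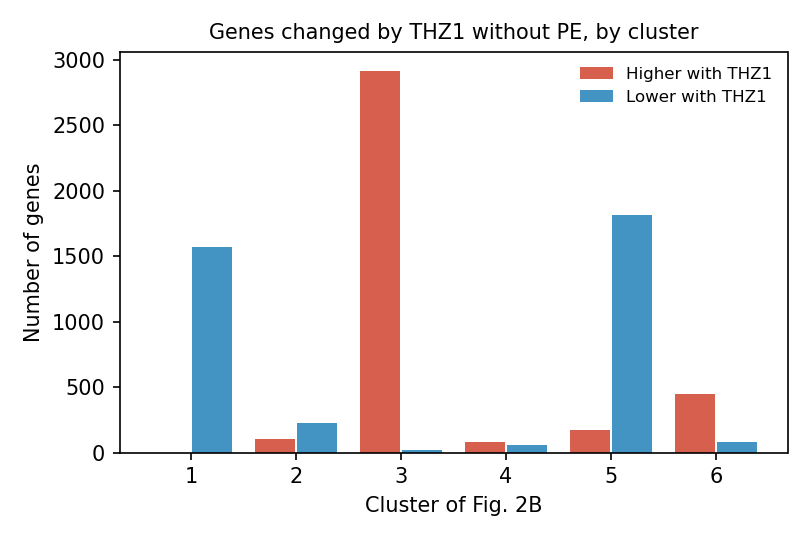
Number of genes higher (red) or lower (blue) with THZ1 alone than at baseline at an adjusted p under 0.05 from limma, on the vertical axis, for each cluster of Fig. 2B on the horizontal axis. Most genes that fell lie in clusters 5 (1815) and 1 (1570), and most that rose lie in cluster 3 (2916).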

Gene ontology analysis for each cluster is provided in Supplementary Data 2. Given the role of CDK7/12/13 as activators of Pol II and the robust ability of THZ1 to suppress stress-induced cardiomyocyte hypertrophy, we focused our attention on PE-mediated gene transcription by performing ChIP-Seq for total Pol II in NRVM after 48 h of PE stimulation. Representative gene tracks for the *Nppa/Nppb* locus (Fig. 2C) showed that PE stimulation increased gene body enrichment of Pol II, consistent with stress-activated transcription of these genes. THZ1 attenuated enrichment of Pol II at the *Nppa* and *Nppb* loci, consistent with inhibition of gene transcription. Genome-scale quantification of Pol II density at this 48-h time point revealed that THZ1 led to a modest increase in Pol II accumulation at transcription start sites (Fig. 2D), a finding that suggests a net effect of impaired transcription elongation at this late time point. We assessed the Pol II traveling ratio (defined here as the ratio of Pol II occupancy at the TSS over the gene body; Fig. 2E), a widely used indicator of genome-scale transcription elongation^30,31^, for genes regulated by THZ1 during PE-mediated stress. THZ1 elicited a rightward shift in the Pol II traveling ratio curve, also suggesting a net effect of THZ1 in attenuating Pol II elongation in pathologically stressed cardiomyocytes after 48 h of PE stimulation (Fig. 2E). These ChIP-Seq data are consistent with the biochemical data demonstrating CDK7/12/13 inhibition blocks stress-dependent accumulation of bulk Pol II Ser2P abundance (Fig. 1D, F), a post-translational modification indicative of elongating Pol II. We note that Pol II ChIP-seq in primary cultured neonatal cardiomyocytes, which was performed under experimental conditions that are required for robust agonist-induced hypertrophic responses (low plating density and prolonged serum starvation), did not provide signal robustness that would allow us to make reliable correlations between locus-specific Pol II enrichment and differential gene expression by RNA-seq. Furthermore, we cannot exclude a primary and rapid effect of THZ1 on Pol II initiation, which can influence subsequent rates of Pol II elongation and is an event in the transcription cycle that likely occurs at much earlier timepoints after agonist stimulation compared to the 48-h time point used in this experiment. Together, these in vitro data support that CDK7/12/13 are cell-autonomous effectors of transcription activation during cardiomyocyte stress and that CDK7/12/13 inhibition attenuates hallmark features of pathologic cardiomyocyte remodeling.

**Fig. 2:**
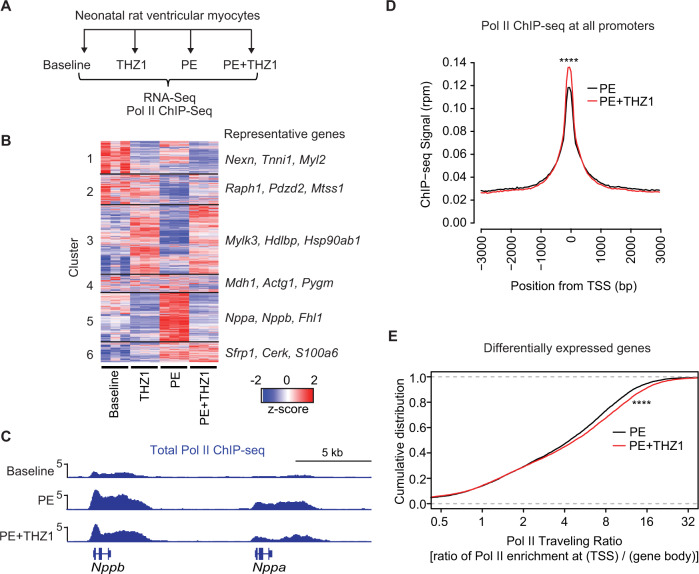
THZ1 blocks stress-responsive gene programs and Pol II enrichment in cultured cardiomyocytes. **A** Schema of the experimental design. ChIP-seq for total Pol II was performed for 3 conditions: baseline, PE, and PE + THZ1. **B** A heatmap showing clustered, row-normalized global gene expression profile in each sample in the indicated treatment group (*n* = 3) with representative gene callouts. **C** Representative gene tracks of Pol II enrichment for canonical hypertrophic marker genes (*Nppb* and *Nppa*). **D** Accumulative Pol II occupancy on all promoters. **E** Empirical cumulative distribution plots of Pol II traveling ratios (TR) for genes that are differentially expressed in response to PE stimulation (PE vs baseline). TR is defined as the ratio of (Pol II signal at TSS) / (Pol II signal at gene body). ****p < 0.0001 for indicated comparisons. Source data are provided as a Source Data file.

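The row-scaled normalized counts of Fig. 2B were averaged over the genes of each cluster in each library, with the cluster of each gene taken from the authors' deposited table. Cluster 1 (2355 genes) was highest at baseline, with a mean z-score of 1.04 ± 0.483 (SD, n = 3), and lowest with PE + THZ1, at -0.705 ± 0.108. The wide SD at baseline comes with 1 baseline library, replicate 2, that lies below the other two. Cluster 2 fell from 0.544 ± 0.273 at baseline to -0.790 ± 0.0799 with PE, and stood at -0.0483 ± 0.101 with PE + THZ1. In cluster 3 (5024 genes) the mean z-score was 0.710 ± 0.0568 with THZ1 alone and 0.572 ± 0.0863 with PE + THZ1, against -0.485 ± 0.0618 at baseline and -0.797 ± 0.0205 with PE. Cluster 4 (1048 genes) differed least between groups, from 0.319 ± 0.129 with PE to -0.374 ± 0.163 with PE + THZ1. Cluster 5 had 1.27 ± 0.123 with PE, -0.141 ± 0.145 at baseline, -0.460 ± 0.0604 with PE + THZ1 and -0.667 ± 0.0609 with THZ1 alone. Cluster 6 (1490 genes) was high with PE (0.576 ± 0.0683) and with PE + THZ1 (0.634 ± 0.00511), and low at baseline (-0.813 ± 0.244) and with THZ1 alone (-0.398 ± 0.0835). When the tested genes were clustered again by the settings of the methods, the adjusted Rand index against the deposited clusters, which is 1 for identical groupings and near 0 for unrelated ones, was 0.349. The best-matching new cluster held between 42.7% (cluster 1) and 67.9% (cluster 3) of the genes of each deposited cluster.

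**Figure D3:**
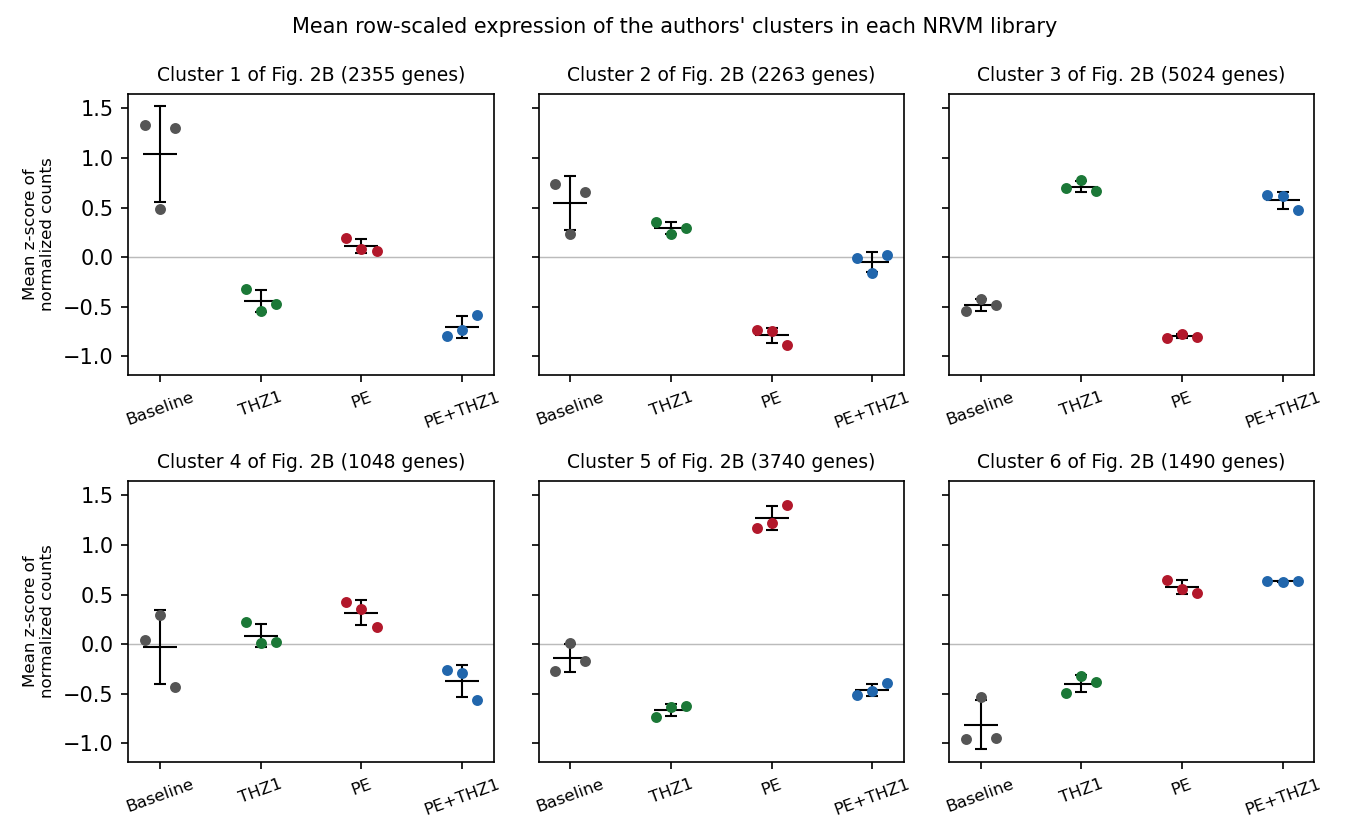
Mean z-score of normalized counts, on the vertical axis, over the genes of each cluster of Fig. 2B in each NRVM library, by treatment group on the horizontal axis. Points are libraries, and lines and bars are the mean and SD of 3 libraries. In cluster 5 the PE libraries lie above all others, and in cluster 3 the THZ1 and PE + THZ1 libraries lie above the baseline and PE libraries.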

### THZ1 improves cardiac function and inhibits a maladaptive gene expression program in a mouse model of heart failure

Our findings in cultured cardiomyocytes prompted us to test whether interdicting CDK7/12/13-dependent transcription using THZ1 could block HFrEF pathogenesis in vivo. We subjected mice to transverse aortic constriction (TAC), a widely used surgical model of left ventricle (LV) pressure overload and progressive HFrEF^32^, with administration of THZ1 (20 mg/kg/day, intraperitoneally) or vehicle for 60 days (Fig. 3A). This THZ1 dose has been validated to provide target coverage and efficacy in murine tumor xenograft studies and is generally well tolerated in mice^4,6,25^, allowing us to test for proof-of-concept in vivo in the context of HFrEF, with the caveat that detailed toxicological analysis has not yet been reported for this chemical probe. We found that THZ1 attenuated several hallmark features of adverse cardiac remodeling and HFrEF pathogenesis including LV systolic dysfunction (Fig. 3B, C and Supplementary Fig. 4B), cardiomegaly (Fig. 3D, E), LV wall thickening (Supplementary Fig. 4C), LV cavity dilation (Supplementary Fig. 4D), cardiomyocyte hypertrophy (Fig. 3F), and LV fibrosis (Fig. 3G). THZ1 had no significant effect on cardiac mass, cardiac structure or LV function in the sham group (Fig. 3E, Supplementary Fig. 4 B–D). In addition, THZ1 had no effect on body weight (Supplementary Fig. 4E), consistent with the general tolerability of this compound that has been observed in mouse cancer xenograft studies. THZ1 did not affect systolic or diastolic blood pressure in mice (Supplementary Fig. 4E–G), suggesting that its salutary effect in HFrEF pathogenesis was not simply due to modulation of systemic blood pressure. To confirm on-target bioactivity in vivo, we performed Western blotting for Pol II CTD phosphorylation from LV tissue samples. TAC led to increased abundance of Pol II Ser2P and Ser7P, which were both attenuated by THZ1 (Supplementary Fig. 4H), supporting that cardiac CDK7/12/13 activity is increased during stress and blocked by THZ1 in vivo.

**Fig. 3:**
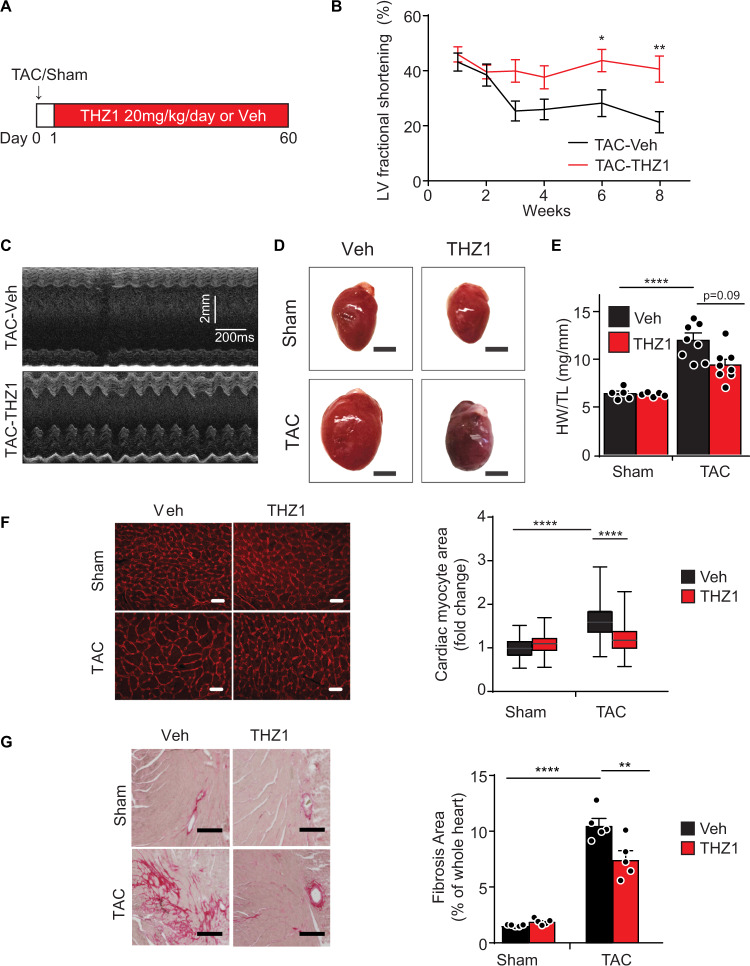
THZ1 ameliorates cardinal features of adverse cardiac remodeling and HFrEF pathogenesis in mice. **A** Schema of the experimental design. **B** Two-dimensional echocardiographic quantification of left ventricle area fractional shortening in indicated groups (*n* = 8). Echocardiography for the sham groups (Sham-Veh and Sham-THZ1) were performed at the end of the study (week 8) and are plotted alongside the week 8 TAC data in Supplementary Fig. 4A–C. *p = 0.0339, **p = 0.0039. Two-way ANOVA with Holm–Sidak multiple comparisons correction was used for statistical analysis. **C** Representative M-mode echocardiographic images obtained at mid-papillary muscle level from parasternal short-axis view (8 weeks post-TAC). **D**, **E** Representative heart images and quantification of heart weight/tibial length (HW/TL) ratio at 8 weeks post-TAC. Scale bar: 3 mm. **F** Representative images of myocardium visualized by wheat germ agglutinin staining (red) and quantification of cardiomyocyte cross-sectional area in indicated groups at 8 weeks post-TAC (pooled analysis of 150 individual cardiomyocytes randomly selected from hearts of 3 independent animals per experimental condition). Scale bar: 20 μm. Data presented as standard box-and-whisker plots showing median cardiomyocyte area (horizontal line). Upper and lower quartiles are designated by the box and whiskers designate upper and lower extremes. **G** Representative heart cross sections stained with picrosirius red with quantification of fibrosis area in indicated groups (*n* = 5; 8 weeks post-TAC). **p = 0.0027. Scale bar: 200 μm. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 for all indicated comparisons. Data are shown as means ± SEM unless otherwise noted. One-way ANOVA with Tukey’s multiple comparisons test was used for all statistical analyses unless noted. Exact p values are noted when possible. Source data are provided as a Source Data file.

Next, we performed RNA-Seq from LV tissue in each experimental group (Fig. 4A). PCA clustering showed an overlap of Sham-Veh and Sham-THZ1 groups (Fig. 4B), revealing that intermittent THZ1 exposure at the doses used here had minimal effect on the transcriptome of non-diseased hearts. This finding is consistent with the observation that THZ1 treatment did not alter cardiac mass, cardiac structure, or LV systolic function in the sham group (Fig. 3). TAC-mediated stress shifted the cardiac transcriptome along PC1, and the major effect of THZ1 treatment during TAC was to revert the gene expression profile back towards the sham group along PC1 (Fig. 4B). These shifts along PC1 encompassed a broad program of stress-induced genes whose upregulation was blunted by THZ1 (Fig. 4C), including canonical markers of human HFrEF such as *Nppa, Nppb, Ctgf*, and *Rcan1* (Fig. 4D). We identified a set of 800 genes that were upregulated during TAC, of which 401 genes (50%) were significantly suppressed by THZ1 (Fig. 4E and Supplementary Data 3). This gene set showed strong enrichment for functional terms representing several pathological processes that are hallmarks of human HFrEF (Supplementary Fig. 5A)^33^, including cellular growth/anabolism, matrix remodeling, inflammation/fibrosis, and reactivation of striated muscle developmental programs. These findings were corroborated by gene set enrichment analyses, which showed that the THZ1-suppressed gene program was strongly enriched for targets of EGFR, IL6 and TGF-β signaling (Supplementary Fig. 5B). Together, these data demonstrate that THZ1 can blunt stress-dependent transcription in the heart and suppress hallmark features of pathologic cardiac remodeling and HFrEF progression in vivo.

**Fig. 4:**
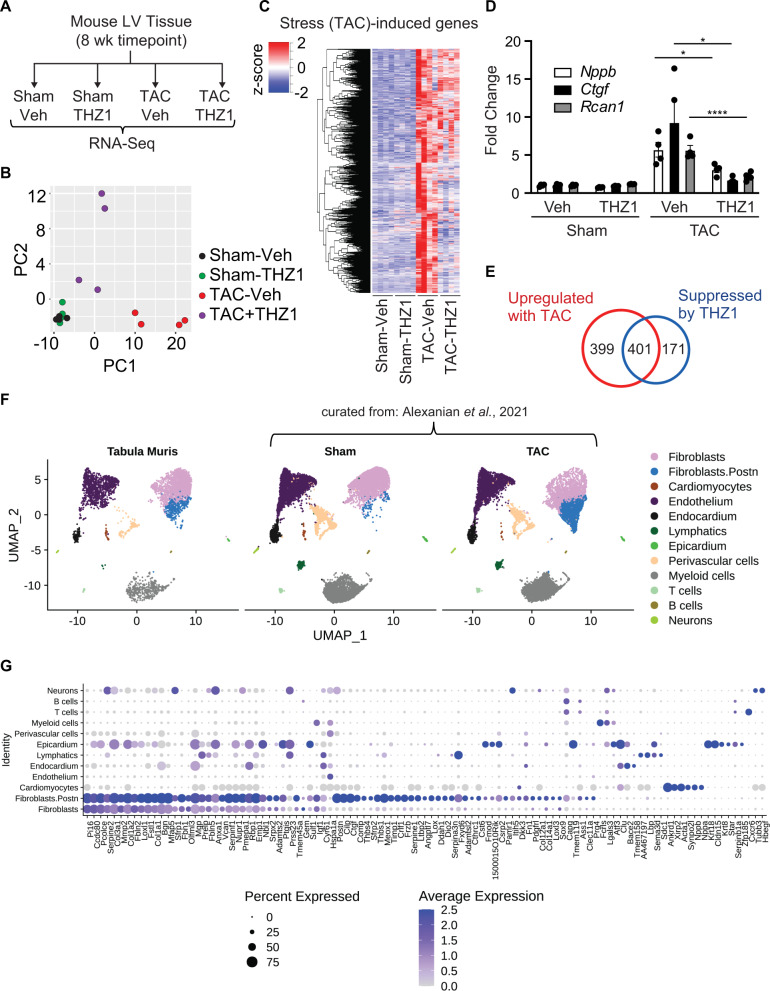
THZ1 ameliorates specific pathological gene programs in diverse cardiac cellular compartments in failing mouse hearts. **A** Schema of the experimental design. **B** Principal component (PC) analysis showing global gene expression in indicated samples. **C** A heatmap showing clustered, row-normalized stress-induced gene expression profile in each sample in indicated group (*n* = 4). **D** Gene expression levels of indicated representative genes (*n* = 4) calculated from normalized DeSeq2 counts. Significance levels were based on the adjusted *p*-values reported by DeSeq2. Bars denote mean ± SD. *p = 0.0171 for Nppb: TAC-Veh vs TAC-THZ1, *p = 0.0178 for Ctgf: TAC-Veh vs TAC-THZ1. **E** Venn diagram demonstrating number of differentially expressed genes in each indicated compartment (cutoffs are specified in Methods section). *p < 0.05, ****p < 0.0001 for all indicated comparisons. **F** UMAP (Uniform Manifold Approximation and Projection) projection of cardiac cell compartments in mouse heart identified by integrating two public mouse heart datasets (*n* = 32,407 cells). Each dot represents a single cell. Different cell-type clusters are color-coded. **G** Gene expression distribution of cell-type enriched genes whose expression is increased with TAC and suppressed by THZ1 (in **E**) across cell compartments in adult mouse heart. Genes that were induced with TAC and suppressed by THZ1, as determined by bulk RNA sequencing, were cross-referenced with the integrated single cell dataset (in **F**) to determine the most likely cell-type compartment from which each transcript originated. The size of the dot indicates the percentage of cells with at least one compartment-defining transcript detected and the color of the dot represents the scaled average expression level of expressing cells. Representative heatmaps for differentially expressed genes emanating from each identified cell compartment are shown in Supplementary Fig 6. One-way ANOVA with Tukey’s multiple comparisons test was used for all statistical analyses. Exact *p* values are noted when possible. Source data are provided as a Source Data file.

### Systemic THZ1 administration affects gene expression in multiple cell compartments in the failing mouse heart

While our in vitro data in primary rodent and human iPSC-derived cardiomyocytes support a cardiomyocyte-intrinsic effect of CDK7/12/13 inhibition, we recognize that administration of THZ1 in vivo may simultaneously act on multiple cell compartments that populate the stressed heart, including cardiomyocytes. Our bulk RNA-seq from adult mouse LV tissue suggests that THZ1 affects genes expressed in both cardiomyocytes and non-cardiomyocyte compartments during TAC. To better understand the relative responsiveness of various myocardial cellular compartments to THZ1 treatment during TAC, we curated two published single-cell transcriptomic datasets from adult mouse hearts^34,35^ to generate a cellular atlas (Fig. 4F, G) that allows for compartment-specific “fingerprinting” of our bulk RNA-seq data from LV tissue. Using the set of 401 genes identified to be upregulated in TAC and suppressed with THZ1 treatment in our bulk LV tissue RNA-seq, we cross-referenced these transcripts against our clustered single cell reference dataset to extrapolate the specific cellular compartments from which these dynamically responsive transcripts originated (Fig. 4G; cell compartment-specific heatmaps shown in Supplementary Fig. 6). Consistent with our cell-culture studies, we observed a clear cardiomyocyte signature demarcated by canonical HF-associated genes (*Ankrd1*, *Xirp2*, *Nppa*, *Nppb*). We also detected a robust signature of genes that were differentially expressed during TAC and sensitive to THZ1 that originated from resident cardiac fibroblasts, particularly the group of *Periostin*-positive cells that demarcate the myofibroblast subpopulation. Other cell compartments in the adult mouse heart that were sensitive to THZ1 included epicardial, endothelial and endocardial cells. Taken together, these results suggest that THZ1 exerts protective effects in the TAC model by inhibiting CDK7/12/13-dependent cell state transitions across cardiomyocyte and non-cardiomyocyte cellular compartments.

## Discussion

Collectively, the data presented here demonstrate that CDK7/12/13 activity is a critical effector of stress-dependent cardiac transcription and HFrEF pathogenesis. Using the first-in-class inhibitor THZ1, we provide proof of concept that transcription inhibition can exert effects on the heart during HFrEF pathogenesis in vitro and in vivo. Our in vitro data using chemical inhibitors and siRNA are consistent with a mechanism where CDK7, 12 and 13 have non-overlapping functions in the transcription cycle in cardiomyocytes. In this manner, multi-CDK inhibition of CDK7, 12 and 13 using THZ1 or siRNA is likely exerting additive or synergistic effects on cardiac stress responses by impairing their multiple, non-overlapping functions in transcription control, supporting the concept that inhibition of all three kinases is required to consistently and potently suppress adverse cardiac remodeling. Future studies using cardiovascular cells engineered to express a CDK7 cysteine substitution allele (Cys312Ser) that is resistant to covalent chemical inhibitors like THZ1 (or equivalent cysteine substitution alleles for CDK12/13), will also help dissect the non-overlapping functions of these three kinases in cardiac stress responses. While THZ1 can suppress agonist-induced hypertrophy in cultured cardiomyocytes, our transcriptomic profiling of adult mouse hearts demonstrates that the protective effects of THZ1 in vivo are associated with dynamic gene expression changes in both cardiomyocyte and non-cardiomyocyte compartments. Often, dissecting the causality of cell-specific contributions during heart failure pathogenesis can be interrogated using conditional gene-deletion approaches. However, modeling the pharmacology of THZ1 in vivo using conditional gene-deletion approaches will be particularly challenging because it would likely require simultaneous postnatal deletion of multiple loci (*Cdk7*, *Cdk12* and *Cdk13*). Furthermore, it is expected that gene deletion in any one cellular compartment would only give a partial protection from heart failure pathogenesis and that simultaneous CDK7/12/13 inhibition in multiple cell types, as occurs with THZ1, is required for full therapeutic effects. Finally, in contrast to the intermittent and dose-titratable effects of a chemical probe like THZ1, permanent gene deletion of these 3 kinases may not be as well tolerated. While there are certain caveats to interpreting the cell compartment and gene-specific effects of THZ1 in vivo, this study highlights some of the advantages of probing disease pathobiology using chemical biological tools.

Previous studies demonstrated that the CDK9/P-TEFb complex played an important role in cardiac hypertrophy^2^. Using pleiotropic chemical inhibitors such as **5,6**-dichloro-**1**-β-D-ribofuranosylbenzimidazole (DRB) or flavopirodol or via adenoviral overexpression of a dominant-negative CDK9 construct, CDK9 inhibition was shown to attenuate cardiomyocyte hypertrophy and Pol II hyperphosphorylation in cultured neonatal rat cardiomyocytes in vitro. In addition, cardiomyocyte-specific transgenic overexpression of Cyclin-T1, a key component of the CDK9-activating complex, was sufficient to drive pathological cardiac hypertrophy in mice in vivo. These seminal findings suggested a role for the CDK9/PTEF-b transcriptional complex in cardiac hypertrophy, although the therapeutic potential of Pol II kinase inhibition could not be assessed due to lack of potent and specific chemical probes that were suitable for in vivo administration. Interestingly, adenoviral overexpression of a dominant-negative CDK7 construct was also shown to modestly attenuate agonist-induced protein synthesis in cultured cardiomyocytes^2^, suggesting parallel approaches to interdict transcription during cardiomyocyte stress responses. Our study demonstrates that simultaneous inhibition of CDK7-, 12- and 13-dependent transcription is required for potent and consistent antihypertrophic responses and establishes proof-of-concept that CDK7/12/13 inhibition using THZ1 can ameliorate pressure overload-induced heart failure in adult mice.

Our finding that THZ1 can also suppress pathologic remodeling in human iPSC-CMs at low nanomolar concentration supports the concept that manipulating stress-mediated transcriptional signaling might be an approach to limit adverse cardiac remodeling during human HFrEF pathogenesis. However, we acknowledge that systemic exposure to molecules such as THZ1 may have on-target toxicity in extracardiac organs, including effects on neuronal plasticity^36^ and possibly in highly proliferative tissue compartments such as the intestinal epithelium or bone marrow. Given the generally high bar for safety required for chronically dosed cardiovascular therapeutics, future studies detailing the on-target liabilities of CDK7/12/13 inhibition and the precise cell compartments mediating therapeutic efficacy will be required to refine such a strategy in the treatment of heart failure. In contrast to several cancer drugs that cause cardiotoxicity^37^, our data suggest that molecules like THZ1 may be a privileged class of anticancer therapeutics that have cardioprotective properties. More broadly, this work supports the contention that HFrEF pathogenesis, like cancer, features a general dependency on transcription that might be therapeutically exploited.

## Methods

All animal studies performed in this study were reviewed and approved by the University of California, San Francisco Institutional Animal Care and Use Committee. All studies were conducted in strict accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals^38^.

### Animal models

Studies were conducted with age-matched male C57Bl/6J mice (The Jackson Laboratory, catalog no. 000664). Mice were housed in a temperature- and humidity-controlled pathogen-free facility with 12-h light/dark cycle and ad libitum access to water and standard laboratory rodent chow.

### Chemical probes

THZ1, THZ1-R, and YKL-1-116, all of which have been previously described^4,27^, were generously provided by Nathanael Gray’s lab.

### Mouse models of cardiac hypertrophy and heart failure

All mice were male C57Bl/6J mice aged 10 to 11 weeks from The Jackson Laboratory. Mice were placed on a temperature-controlled small-animal surgical table to help maintain body temperature (37 °C) during surgery. Mice were anesthetized with 1–3% isoflurane, mechanically ventilated (Harvard Apparatus), and subjected to thoracotomy. To perform transverse aortic artery constriction, aortic arch was exposed and constricted between the left common carotid and the brachiocephalic arteries using a 7-0 silk suture and a 27-gauge needle as previously described^29^. Mice in the sham group were subjected to the same procedures except the placement of constriction. Daily intraperitoneal injections of vehicle solution (0.15 mL of 10% DMSO and 5% dextrose in water)^39^ or 20 mg/kg THZ1 (dissolved in 0.15 mL of the same vehicle solution) were started on postoperative day 1 until postoperative day 60.

### Neonatal rat ventricular myocyte isolation and culture

Neonatal rat ventricular myocytes (NRVMs) were isolated from the hearts of 2-3 day old Sprague-Dawley (Strain #001) rat pups from Charles River and maintained under standard conditions as described previously^40^. After overnight digestion with 0.25% trypsin at 4 °C, cells were dissociated from the tissue through a series of digestion with 300 U/mL collagenase II (Worthington Biochemical Corporation, Lakewood, NJ). The dissociated cells were then pre-plated for 1.5 h in cell-culture dishes followed by 24 h exposure to BrdU in culture medium to remove contaminating nonmyocytes and inhibit any residual cellular proliferation. Unless otherwise stated, NRVM were plated at a density of 10^5^ cells/mL. Cells were initially plated in growth medium (DMEM supplemented with 5% FBS, 100 U/ml penicillin-streptomycin and 2 mM L-glutamine) for 48 h. Prior to stimulation with agonists or chemical probes, NRVM were maintained in serum-free medium (DMEM supplemented with 0.1% BSA, 1% insulin-transferrin-selenium supplement (Sigma I3146), 100 U/ml penicillin-streptomycin, and 2 mM L-glutamine) for additional 48 h.

For individual CDK knockdowns, *Cdk7, 12, and 13* mRNA were targeted by specific siRNAs (Sigma SASI_Rn02_00333956, SASI_Rn01_00106147, and SASI_Rn02_00272683 respectively) at a final concentration of 50 nM. For combinatorial triple knockdown of *Cdk7/12/13*, equal concentrations of each siRNA probe were adjusted to maintain a final siRNA concentration of 50 nM. Transfection was performed with transfection reagent RNAiMAX (Invitrogen) according to the manufacturer’s instruction. Control groups were transfected with MISSION siRNA Universal Negative Control #1 (Sigma) at the same final concentration.

For testing the effects of small-molecule probes in the hypertrophic response, NRVM were incubated with vehicle (DMSO) or inhibitors at indicated concentrations for 3 h followed by stimulation with phenylephrine (PE) (100 μM) for various durations. For mRNA level and cell size measurements, NRVMs were stimulated with PE for 48 h. For evaluating the phosphorylation level of RNA polymerase II, NRVMs were incubated with PE for 30 min before harvesting.

### Human iPSC-CMs culture, qRT-PCR, and BNP enzyme-linked immunosorbent assay (ELISA)

Human-induced pluripotent stem cell-derived cardiomyocytes (iCell cardiomyocytes) were purchased from FUJIFILM Cellular Dynamics, Inc. and maintained according to the manufacturer’s instructions. IRB review was not required. Cells were seeded on 96-well culture plates coated with 5 μg/mL of fibronectin and maintained in Williams’ E Medium supplemented with 1:25 of Cell Maintenance Cocktail B (Thermo Fisher Scientific, CM4000). For subsequent hypertrophic stimulation, quiesced iPSC-CMs were treated with or without THZ1 at indicated concentrations versus DMSO for 3 h followed by stimulation with either vehicle or 10 nM endothelin-1 (Sigma) for 18 h. The complementary DNA was directly synthesized from RNA in cell lysate using the TaqMan Gene Expression Cells-to-CT kit (Thermo Fisher Sci AM1728) according to the manufacturer’s instruction. qRT-PCR for human *NPPB* and *B2M* (normalizer) was performed with the Life Technologies TaqMan assays (NPPB, Hs00173590_m1; B2M, Hs000984230_m1). qRT-PCR for other human genes was performed using TaqMan chemistry including FastStart Universal Probe Master (Roche), labeled probes from the Universal ProbeLibrary (Roche), and gene-specific oligonucleotide primers (list of qRT-PCR primers and TaqMAN probes are provided in Supplementary Data 4). Relative expression was calculated using the 2ΔΔCt method with normalization to *B2M* expression. ELISA for NT-proBNP protein was performed on 6 ml of medium from each well of a 96-well plate as previously published^28^ using the following antibodies: anti-proBNP capture antibody (clone 5B6; Abcam ab13111), anti-proBNP HRP conjugate detection antibody (clone 16F3; Abcam ab13124), and purified NT-proBNP (Phoenix Pharmaceuticals, catalog no. 011–42) as a standard.

### Western blotting

To extract total cellular protein, cells were lysed in RIPA Buffer (Sigma R0278) supplemented with protease inhibitor (Roche cat. no. 4693132001) and phosphatase inhibitor (Phos-STOP; Roche, 04 906 845 001) tablets. Nuclear protein was isolated using the NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Scientific, 78833) according to the manufacturer’s instructions. For each sample, 20–50 μg protein extracts were separated by 8–12% Bis-Tris gels (Fisher Sci, NW04122BOX), transferred to nitrocellulose membranes. To ensure uniform protein loading for each antibody signal, all protein samples were prepared as a single batch that was adjusted to the same total protein concentration and pre-boiled in loading buffer. Western blots were run by loading equal volumes of this lysate prep to achieve uniform total protein mass and volume loading in each lane. As we were detecting multiple RNA Pol II phosphoforms which run at overlapping mobility from the same sample, the determination of signal by serial stripping and reprobing of each membrane did not provide appropriate fidelity for reliable signal discrimination. Therefore, in most cases, Westerns were performed for the various Pol II phosphoforms on individually run gels and membranes. The specific membrane from which the loading control was run is designated for each Western panel in the figure legend. Specific targets were detected with the following antibodies: CDK7 Antibody (C-19) (Santa Cruz sc-529) or CDK7 Antibody (C-4) (Santa Cruz sc-7344), alpha-tubulin (Sigma T9026), RNA Polymerase II (1F4B6) (Active Motif 61667), Ser2P RNA Pol II (Abcam, ab5095) or Ser2P RNA Pol II (3E10) (EMD Millipore, 04–1571), Ser5P RNA Pol II (3E8) (EMD Millipore, 04–1572), Ser7P RNA Pol II (4E12) (EMD Millipore, 04–1570).

### Immunocytochemistry and immunohistochemistry

#### Cultured cells

NRVMs were seeded on glass coverslips coated with 0.1% gelatin and fixed in 2% paraformaldehyde for 20 min at room temperature followed by permeabilization with PBST plus 0.1% Triton X. NRVMs were incubated in PBST plus 5% horse serum for 1 h and then stained with primary antibody against α-actinin at 1:800 (Sigma-Aldrich, A7811) for 1 h. NRVMs were washed 3 times with PBST followed by staining with secondary antibody at 1:1000 for 1 h. Cells were washed 3 times with PBST and mounted with Vectashield Hardset mounting medium. For human iPSC-derived cardiomyocytes, cells were plated on Ibidi 8-well chamber slides. Cells were fixed in 2% paraformaldehyde for 20 min, permeabilized with PBST plus 0.1% Triton X-100 for 20 min, and blocked with PBST plus 5% horse serum for 1 h at room temperature. Primary antibody against sarcomeric α-actinin was used at a dilution of 1:800 in PBST plus 5% horse serum for 1 h at room temperature. A secondary anti-mouse antibody was used at a dilution of 1:1000 in PBST plus 5% horse serum for 1 h at room temperature. Cell area for NRVM and human iPSC-derived cardiomyocytes was quantified from immunofluorescent images as previously described^29^.

#### Mouse heart tissue samples

Mouse hearts were harvested, dried and weighed. Tissue was fixed in 10% neutral-buffered formalin overnight at 4 °C and transferred to 100% ethanol for 24 h. Samples were embedded in paraffin blocks, sectioned, and stained with Picrosirius red (Polysciences) or Wheat Germ Agglutinin 488 (Thermo Fisher Scientific, W11261) according to the manufacturers’ instructions. Images were captured by fluorescence microscopy, bright field microscopy or high-content imaging platform (IN Cell Analyzer, GE Healthcare Systems) as previously described^29^. For cardiomyocyte cross-sectional area from WGA-rhodamine stained LV tissue samples, we quantified area of 50 randomly selected cardiomyocytes per heart from 3 randomly chosen fields at 200x magnification (from tissue sectioned from the mid-papillary region in the LV short-axis), using Image J. This was repeated in 3 different hearts for each experimental group, leading to a total of 150 individual cardiomyocyte cross-sectional area measurements that were pooled for each experimental condition. Quantification of LV fibrosis from picrosirius red-stained heart tissue sections was performed in 5 independent hearts per experimental group as previously described^29^.

### Echocardiography and blood pressure measurements

For transthoracic echocardiography, mice were anesthetized with 1-2% isoflurane and imaged using Vevo 770 Imaging System (Visual Sonics, Inc.) with RMV-707B probe. Measurements were obtained from M-mode sampling and integrated electrocardiogram-gated kilohertz visualization (EKV) images taken in the LV short axis at the mid-papillary level to generate high spatiotemporal resolution two-dimensional images. LV areas and ejection fraction were obtained from high-resolution two-dimensional measurements at end-diastole and end-systole^29^.

Non-invasive blood pressure was measured using the BP2000 Blood Pressure Analysis System (Visitech Systems, Inc.) according to the manufacturer’s instruction. Mice received chronic injections of vehicle or THZ1 (20 mg/kg/day) injections for 1 week. During this period, mice were trained on the Visitech system to enable accurate, standardized BP measurements. Blood pressure was recorded at 24 h after the most recent injection on 3 different days for each mouse. Data were then pooled and analyzed.

### RNA isolation and qPCR

Total RNA was isolated from NRVM using the High Pure RNA isolation kit (Roche 11828665001) with on-column DNAase treatment according to the manufacturer’s instruction. For RNA isolation from mouse tissue, a 10–20 mg piece of mouse heart ventricles was mechanically homogenized in PureZOL RNA isolation reagent (Bio-Rad 7326890) on a TissueLyser II (QIAGEN 85300) using stainless steel beads (QIAGEN 69989). Total RNA was purified using the Aurum total RNA purification kit (Bio-Rad 732–6830). The purified total RNA was then reverse transcribed to complementary DNA with iScript RT supermix (Bio-Rad 170–8841) according to the manufacturer’s instruction. A list of qRT-PCR primers and TaqMAN probes are provided in Supplementary Table 3. Relative expression was calculated using the 2ΔΔCt method with normalization to constitutive genes. Mouse data were normalized to *Ppib*.

### Library preparation and next-generation sequencing for RNA-Seq

RNA isolated from tissue and cells were quantified using Qubit fluorometric quantitation and assessed for quality using Agilent Bioanalyzer Nano RNA Chip. Samples with RNA integrity number larger than 8 were considered high-quality and suitable for RNA-seq. Library preparation was performed using the Illumina TruSeq Stranded mRNA kit or KAPA mRNA HyperPrep Kit (Roche), and the library was sequenced on an Illumina HiSeq 2500 at the Genomics Core Facility of Whitehead Institutes (single-end, 40 base pairs, >50 M reads per sample).

### RNA-seq data processing and quantification

Each RNA-Seq sample was aligned independently. Specifically, the raw RNA-Seq reads from each sample were aligned with TopHat v2.1.1 with options “-p 8 -r 300–library-type fr-firststrand–no-coverage-search”. Each sample was aligned either against the mm9 or rn5 reference genome as appropriate for the sample.

After alignment, the number of mapped reads per gene per sample using *htseq-counts* was quantified. Each application of *htseq-counts* was run with the following options:”-s reverse –f bam”. Each sample was quantified against the GENCODE mm9 transcript reference or the UCSC rn5 transcript reference, depending on the source of the sample.

The differentially expressed genes were identified by DeSeq2. The quantifications from htseq-count were imported into DeSeq2, and all samples from the same organism were analyzed together in one analytical run. Replicate samples were grouped by their type (e.g., baseline, THZ1-treated) in order to better estimate the sample-level variance for comparison across samples. The standard DeSeq2 workflow followed without modifications, and Benjamin-Hochberg correction was used to control false discovery of differentially expressed genes.

Principal component plots were generated from a matrix of the normalized counts from DeSeq2. Normalized counts were re-centered and scaled per sample prior to the analysis in order to standardize each sample. Heatmaps were generated from the normalized DeSeq2 counts. After row-scaling, individual rows were clustered using hierarchical clustering using a Euclidean distance metric and Ward’s clustering. Bar graphs were generated using calculated fold changes of expression of representative genes from DeSeq2 and the adjusted *p*-values reported by the software. The numbers of genes in the Venn diagram were generated using adjusted *p*-value < 0.05 (5% FDR) and Log2 fold change ≥ 1 for comparison between the TAC-Veh group vs Sham-Veh group, and adjusted *p*-value < 0.05 (5% FDR) and Log2 fold change ≤ −0.89 for comparison between TAC-Veh group vs TAC-THZ1 group. For the TAC samples, the fold change cutoff of ≤−0.89 was chosen to capture the differential expression of *Nppb* between TAC-veh vs. TAC-THZ1 in this *n* = 4 sample set, so as to maintain a threshold that appropriately captured a known positive control gene.

DAVID (v.6.8)^41^ was used to identify enriched functional annotations in differentially expressed gene ID lists relative to the set of “expressed” genes, defined as having sufficient normalized counts for DESeq2 to calculate a differential expression *p* value, or versus all annotated genes.

For gene set enrichment analysis (GSEA), command line GSEA2 (v.2.2.2, ref. ^5^.) was used with MSigDB v.6.1 gene sets^40^. Values were pre-ranked by log2 fold change, retaining the absolute maximum change per gene where multiple transcripts were assessed. Significance was expressed as family-wise error rate (FWER). FWER *p* < 0.250 represents statistically significant enrichment.

### Chromatin immunoprecipitation, library preparation and next-generation sequencing

For ChIP experiments, NRVM were plated in 15 cm dishes at 4 ×10^6 cells/dish. Chromatin derived from a total of 15 million cells were used for each immunoprecipitation. After indicated treatments, cells were crosslinked with 1% formaldehyde for 10 min at room temperature followed by quenching with 0.125 M glycine for 5 min. Cells were then lysed and chromatin was extracted. Isolated chromatin was subjected to shearing with Bioruptor (Diagenode) for 16 cycles (30 sec on and 30 sec off/cycle) at high intensity. A small volume of sheared chromatin (50 uL) from each was stored at −80 °C as input. The rest of sheared chromatin was then incubated with 5 mg RNAPII antibody (clone 8WG16, BioLegend 920102 lot B217159) with 50uL Dynabeads (Invitrogen) overnight at 4 °C. Chromatin was washed, eluted and reverse crosslinked overnight at 65 °C. Genomic DNA was purified from both immunoprecipitated samples and input samples. The library was prepared with TrueSeq ChIP kit (Illumina), and the library was sequenced on an Illumina HiSeq 2500 at the Genomics Core Facility of Whitehead Institutes (single-end, 40 base pairs, >50 M reads per sample).

### ChIP-Seq data processing

Each ChIP-Seq sample was processed and aligned using bowtie 1. Each sample was aligned against the rn5 reference genome using bowtie with options “-k 1 -m1”. All gene track and ChIP-seq quantifications were normalized by the number of (uniquely) mapped reads to estimate the “reads per million” (rpm) quantity. Gene track displays were made with Integrative Genome Viewer (IGV).

All density plots for Pol II were made using all rn5 gene promoters based on the rn5 UCSC transcription annotation. Each density plot estimated the average Pol II ChIP-seq signal per promoter within a ±5 kb window.

Traveling ratios for genes that are differentially expressed genes were estimated as previously decribed^31^. The PE-responsive differentially expressed genes used in traveling ratio analysis were identified in RNA-Seq data analysis by comparing the PE group to the baseline group with an adjusted *p*-value cut-off of 0.1 (10% FDR).

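With an adjusted p under 0.1 from limma, 8999 of the tested genes differed between PE and baseline, 4811 higher and 4188 lower. Scaled to equal library totals, 8662 genes differed and 37.9% of them were higher, against 53.5% with the deposited scaling. Of the 8999 genes, 964 had an absolute log2 change of at least 1. The number ranged from 8073 to 9141 over the 13 other settings that kept all libraries and set no minimum change. The highest of these came from the replicate block, which shared 8934 genes with the fit without it, and the DESeq2 Wald test on the recovered reads gave 8238.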

### Dissecting the gene expression changes elicited by THZ1 in diverse cardiac cellular compartments by comparing our bulk RNA-seq data with published scRNA-Seq datasets

To dissect compartment-specific gene expression changes from our bulk RNA-seq data from LV tissue of THZ1-treated mice in the TAC model, scRNA-Seq data performed independently by our group in the mouse TAC model (TAC and sham groups were used) using 10X Genomics were curated from Alexanian et al.^34^. To recover more comprehensive cardiac cell types, including adult cardiomyocytes, and to increase the sensitivity of gene detection, we also downloaded and curated mouse heart scRNA-Seq by Smart-seq2 from the Tabula Muris cohort^35^. These two scRNA-seq datasets were filtered, normalized, and integrated by Seurat (v4.0.0) R package^42^ with canonical correlation analysis. After performing dimensional reduction by Principal Component Analysis (PCA), the top 30 PCAs were used in graph-based clustering based on Louvain with resolution at 0.5, and cluster-specific marker genes were identified using the FindAllMarkers function by Wilcoxon Rank Sum test in Seurat. Cell types were determined by cross-referencing with source data papers and human heart atlas references^34,35,43,44^. Uniform Manifold Approximation and Project (UMAP) were used to visualize the high-dimensional cell cluster distribution. Cell-type enriched signature genes were identified using the FindAllMarkers function by Wilcoxon Rank Sum test in Seurat. Cell type enriched genes that were differentially expressed in TAC vs Sham by bulk expression analysis were selected for downstream analysis. TAC altered cell-type enriched signature genes were visualized in a graphic heatmap using the ComplexHeatmap (v2.6.2) R package^45^.

### Statistical analysis

Measurements were taken from distinct samples. Data are reported as mean ± SEM unless otherwise indicated in the figure legend. Statistical analysis of LV fractional shortening as a function of time was performed by ANOVA with Holm-Sidak correction for multiple comparisons using GraphPad Prism. All other statistical analyses were performed using ANOVA with Tukey’s honest significant difference test correction for multiple comparisons using GraphPad Prism. For all analyses, *p* < 0.05 was considered significant. The statistical methods used in the analyses of RNA-seq and ChIP-seq data are detailed separately above.

## Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

## Data Availability

The data supporting the findings from this study are available within the manuscript and its supplementary information. The RNA-seq datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession codes GSE151253^46^ (NRVM RNAseq) and GSE151254^47^ (Mouse heart RNAseq). The ChIP-seq datasets generated in this study have been deposited in the GEO database under accession code GSE151252^48^ Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Targeting transcription in heart failure via CDK7/12/13 inhibition
**Source:** Nat Commun. 2022 Jul 27;13:4345. doi: 10.1038/s41467-022-31541-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1: Bulk RNA-seq data from NRVM.** Excel sheet of differential gene expression analysis in NRVM (output of DESeq2). 

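The sheet for NRVM lists, per gene, the mean normalized count over all libraries with the log2 change and adjusted p of PE against baseline and of PE + THZ1 against PE. Of its genes that could be read, 1657 were tested here. For PE against baseline the paper's sheet has 811 of the 1657 genes at an adjusted p under 0.05, and limma called 877, with 810 in common. The DESeq2 Wald test on the recovered reads called 822, among them all 811, and edgeR's quasi-likelihood test called 867, among them 787 of the 811. For PE + THZ1 against PE the paper's sheet has 914 genes, limma called 1003, with 914 in common, the DESeq2 test called 935 with 914 in common, and edgeR called 998 with 908 in common. Across these genes, which are not independent replicates, the log2 changes from limma had a Pearson r with the paper's of 0.996 for PE and 0.997 for PE + THZ1. The largest difference from the paper's log2 change was 0.65 and 0.46 with limma, and 0.0035 and 0.0019 with DESeq2. At an adjusted p under 0.1 the sheet has 901 of the shared genes for PE against baseline, limma called 981, and 900 were in both.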

Groups compared are untreated (baseline; group 1A), PE stimulated (group 1B), and PE + THZ1 (group 1C). Related to Figure 2.

**Supplementary Data 2:** **Gene ontology analysis of differentially expressed genes in NRVM RNA-seq.** Output from DAVID of gene ontology from each of the differentially expressed gene clusters presented in Figure 2B. Related to Figure 2.

**Supplementary Data 3: Bulk RNA-seq data from mouse LV tissue.** Excel sheet of differential gene expression analysis in mouse LV tissue. Groups shown are Sham-Veh (group 3A), sham THZ1 (group 3B), TAC-Veh (group 3C), and TAC-THZ1 (group 3D). Related to Figure 4.

**Supplementary Data 4: List of qRT-PCR primers and TaqMan mastermixes.** qRT-PCR primers used in mouse and rat experiments are shown. For qRT-PCR in human iPSC-derived cardiomyocytes, the Thermo Fisher catalog number for mastermixes containing validated TaqMan primer and probe combinations are shown.

How the deposited data were processed for this re-analysis (not part of the article)

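RNA-seq was measured in NRVM in 4 groups of 3 libraries each (baseline, THZ1 alone, PE, and PE + THZ1), and each library was assigned to its group and replicate by the sample labels and the paper. The deposited values are a signal that is never negative, namely gene read counts divided by a size factor per library. By the methods, the authors aligned reads to rn5 with TopHat, counted them on genes with htseq-count using strand, and normalized them in DeSeq2 with all rat samples in a single run. The genes of the table have at least 1 read in every library. A column without a name holds the authors' cluster of each gene, a category and not a measurement. No coordinates are given because no annotation of rn5 was used here, and 0 of the identifiers were found among 47357 entries of the annotation at hand.

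Reads per gene were recovered from the steps of the deposited values. The median was 35381325 reads per library. The ranges of the groups overlap. Depth may limit mainly the low genes, for which all but large changes may have been missed. No detection rate by expression level is given here. All comparisons used limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a prior variance that follows expression, a common fit of all 12 libraries, two-sided tests and Benjamini-Hochberg adjustment. The comparisons were PE against baseline, PE + THZ1 against PE, THZ1 alone against baseline, PE + THZ1 against baseline, PE + THZ1 against THZ1 alone, and the interaction of PE and THZ1. The threshold was an adjusted p of 0.05, and 0.1 for the genes of the traveling ratio. The same fit was tested on simulated reads for 15849 genes, of which 199 were changed by known amounts. It called 167 of these (83.9%), with 9 false calls among 176 and 0 calls in a comparison without changes. The slope of estimated on true log2 change was 0.987. The simulated changes were few and all larger than 0.40, the median absolute log2 change of genes called with PE. Reads were scaled by the same size factors that made them, so an error of scaling could not show. These rates need not hold for the real comparisons.

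As alternatives, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 (Wald test) were run on the recovered reads. They called 7915 and 7352 genes for PE against baseline, and 8931 and 8317 for PE + THZ1 against PE. Other alternatives were pseudocounts of 0.5 and 5, minimum means of 10 and 50 or none, equal library totals, TMM and quantile normalization, a fit of only the groups compared, no trend in the prior variance, a minimum absolute log2 change of 1, and each library left out in turn. The replicate number was also fitted as a block. The pairing comes from the replicate numbers in the labels alone, since neither the labels nor the text of the paper says whether libraries of the same number share a cell preparation. The alternatives named so far and the designs of the comparisons were set before the data were examined. Complete linkage, thinned reads, equal totals without the most abundant genes, and the tests of explanations that the closing section lists as such were chosen afterwards. Genes to be named were to be those the paper names and those with the largest rise and fall in each comparison, with a mean normalized count of at least 100 and no overlap between the libraries of the groups. Because the identifiers carry no symbols here, this was limited to the largest rise and fall with PE and with THZ1 alone.

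Clusters were re-derived from z-scores of the normalized counts with a Euclidean distance and Ward's method, splitting the tree into 6, with scipy 1.17.1, and compared by the adjusted Rand index with scikit-learn 1.9.0. The planned share was that of the cluster holding *Nppb*. As no identifier could be paired with that symbol, the new cluster that shares most genes with cluster 5 of Fig. 2B was used in its place. Cluster numbers of the table were matched to Fig. 2B by the size of each cluster and its order in the heatmap. The planned correlation of gene length with the effect of THZ1 is void, since 0 genes had a length. Tables were handled with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. ChIP-seq, qPCR and mouse heart data were not analysed here.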

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

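Of the tests in this part, those of library scaling, sequencing depth, baseline replicate 2, noise around an additive model, gene length and the counts of other splits of the libraries were chosen only after the result was seen.

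The effect of THZ1 with PE differed from its effect without PE for 4517 genes (limma, interaction term, adjusted p under 0.05), of which 1964 had a positive and 2553 a negative interaction. Their median absolute log2 interaction was 0.42. It reached 1 for 408 of them, and here the majority was the other way, with 263 positive and 145 negative. The paper does not report the interaction. Counted over other splits of the 12 libraries into 4 groups of 3 that part the same-numbered libraries alike, 5 of 100 gave as many genes, the real split included, with up to 9699. In the other 4 splits, between 10 and 12 of the 12 libraries fall as in a contrast of a single drug, so those splits measure the effect of PE or THZ1 in place of the interaction. When the residuals of a model without interaction were permuted in place of the labels, 1 of 100 draws, the real one, gave as many genes, and the largest other number was 3316.

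Several technical explanations were weighed. With equal library totals 3958 genes had an interaction, of which 3025 were among the 4517, and with equal totals of all but the 100 most abundant genes 4504 did. With reads thinned to a common size factor, an alternative chosen after seeing the data, 4325 did. Without baseline replicate 2 the number rose to 6117. By number alone, none of these 4 settings reached the level set for an artifact. Which genes have an interaction, and in which direction, does depend on the scaling. Part of the 4517 were not found with equal totals, where 73.2% of the interactions were positive, against 43.5%. That scaling moved the median interaction of all tested genes from -0.012 to 0.094, so these shares are not counted around the same median. Bias from gene length or GC content could not be tested, as 0 identifiers had an annotated length. Whether THZ1 lowers a gene more in the presence of PE the more PE raised it could not be told from these libraries. The PE effect and the interaction, taken from separate libraries, had a mean Pearson r across genes of -0.524 (-0.547, -0.492 and -0.534 by PE replicate), but the interaction contains the PE effect with a minus sign, so a negative r follows from any weakening of the PE effect. The pattern remains a hypothesis, because it was found and tested on the same data and cannot be told apart from gene length or GC bias.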

How the results depend on the processing

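Of the settings in this part, complete linkage, the thinned reads and the equal totals without the most abundant genes were chosen after seeing the data, and so were the counts of other splits of the libraries.

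Over the planned settings that kept all libraries and set no minimum change, the numbers of genes were 6933 to 8161 for PE against baseline, 8114 to 10173 for PE + THZ1 against PE, 6590 to 8247 for THZ1 alone against baseline, 6926 to 8593 for PE + THZ1 against baseline, 2770 to 4676 for PE + THZ1 against THZ1 alone, and 3821 to 4829 for the interaction. The 100 results of the named identifiers under alternatives kept their sign and stayed past the threshold. Across all results and alternatives, 389 values were within the limits set for no change and 22 were not. Some of these could hardly have moved, so the tally may overstate how stable the results are. The named identifiers were picked from these data for their large changes. For the distance no p under 0.05 was possible, so only a change of sign could count. Some fits left out a library that the value does not use. The limits for numbers of genes were wide, with 6117 interaction genes against 4517 counted as no change. For numbers of genes these limits do not cover the share of higher against lower genes, which changed side under some scalings.

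With a minimum absolute log2 change of 1, the numbers of genes fell to 931 for PE against baseline, 1417 for PE + THZ1 against PE, 788 for THZ1 alone against baseline, 848 for PE + THZ1 against baseline, 184 for PE + THZ1 against THZ1 alone, 408 for the interaction, 964 for PE at an adjusted p under 0.1, 236 for genes raised by PE and lowered by co-treatment and 213 for genes lowered by PE and raised by co-treatment. Most calls are thus of small changes.

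Equal library totals left 1328 genes raised by PE and lowered by co-treatment and gave 3847 genes lowered by PE and raised by it, against 2239 to 2809 and 2067 to 2654 over the other planned settings that kept all libraries and set no minimum change. They also moved the share of higher genes. It was 37.4% of 7554 genes for PE against baseline (54.3% with the deposited scaling), 77.4% of 10173 for PE + THZ1 against PE (49.6%), 72.5% for THZ1 alone (49.7%), 74.3% of 8593 for PE + THZ1 against baseline (49.3%) and 73.2% for the interaction (43.5%). For PE + THZ1 against THZ1 alone the share moved by less than 10 percentage points. The median log2 change of all genes moved to 0.27 for PE + THZ1 against PE, 0.15 for THZ1 alone and 0.17 for PE + THZ1 against baseline. It moved to -0.075 for PE against baseline and 0.094 for the interaction. Under that scaling a change has to be read relative to these medians. TMM and quantile normalization moved each share by less than 10 percentage points, but most shares lie close to an even split, so the majority changed side in several comparisons. With quantile normalization the share was 49.9% for PE against baseline, 56.2% for PE + THZ1 against PE, 56.3% for THZ1 alone, 54.5% for PE + THZ1 against baseline and 51.6% for the interaction.

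The share of genes in the re-derived cluster nearest to cluster 5 was 15.6%, and moved to 29.4% with 5 clusters, 25.8% with only the genes past the F test over the 4 groups, and 23.5% with complete linkage of all genes. The median share of the PE effect reversed moved to 0.770 without a minimum change and 0.793 with a minimum mean of 50. The Pearson r across genes of the THZ1 effect with and without PE, 0.666 over all libraries, was 0.761 with a minimum mean of 50. The cause was not tested for these.

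Across the 12 fits that each left out 1 library, the numbers of genes were 6981 to 8786 for PE against baseline, 8052 to 9570 for PE + THZ1 against PE, 6412 to 8176 for THZ1 alone, 6781 to 8503 for PE + THZ1 against baseline, 2491 to 4388 for PE + THZ1 against THZ1 alone, 3677 to 6117 for the interaction and 8090 to 9665 for PE at an adjusted p under 0.1. Genes raised by PE and lowered by co-treatment numbered 2410 to 2896, and genes lowered by PE and raised by it 1989 to 2527. In these fits the cluster share ran from 16.4% to 31.6%, the share reversed from 0.633 to 0.745, the distance difference from 1.30 to 3.69 and the Pearson r from 0.607 to 0.679.

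With the replicate block, 7993 genes changed for PE + THZ1 against baseline (7760 of them also without it), 3561 for PE + THZ1 against THZ1 alone (3338) and 4829 for the interaction (4481). Same-numbered libraries deviated together only weakly, with r between -0.0422 and 0.0989.

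For each comparison of 2 groups, PE at an adjusted p under 0.1 included, 1 of the 4 splits of the 6 libraries that part the same-numbered pairs alike gave as many genes, the real one, and the others gave 0. At an unadjusted p under 0.05 the other splits gave 237 to 1572 genes, and the real ones at least 5104. With 4 such splits the share cannot fall under 0.05. Each other split also puts libraries of both groups together, so a treatment effect widens the spread and lowers the count. The counts of other splits, here and in the next sentence, are thus not what chance alone would give. For genes raised by PE and lowered by co-treatment 1 of 100 splits gave as many, with at most 2229 in the others, and for genes lowered by PE and raised by co-treatment 2 of 100 did, with at most 2582. The depth of 30458862 to 45885754 reads may limit these results for low genes. The correlation with gene length was not run because no length was at hand.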

Differences from the paper's values

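The paper gives the share of all expressed genes in cluster 5 in words, as approximately 25%, and about 23% is read by eye in Fig. 2B. Ward's clustering of the tested genes put 15.6% in the cluster nearest to it. Of the alternatives set before the data were examined, 7 clusters, 8 clusters and the fit without PE + THZ1 replicate 2 stayed apart from the paper's approximate 25%. Against the share read from Fig. 2B, neither the 15.6% nor the share under any of these alternatives was apart by the same limits. With 5 clusters (29.4%), ward.D (18.3%), z-scores of log2 values (17.4%), a minimum mean of 10 (22.6%), no filter on the mean (19.5%) and only genes past the F test (25.8%) the share was not apart from it by the limits used for such comparisons, nor was it in the other 11 of 12 fits that left out 1 library. Complete linkage of all genes, which was chosen after seeing the values from 35 combinations of scaling and linkage, gave 23.5%, and its clusters are those of the authors' deposited table, which holds 23.5% in cluster 5. The paper's methods name Ward's clustering.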

Other observations

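In this part the tests on linkage, the filter and single libraries, gene length, low-count genes and baseline replicate 2 for the distance, quantile normalization for the distance, and the numbering of the gene ontology sheets were chosen only after the result was seen.

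The deposited clusters differ from those of Ward's clustering at an adjusted Rand index of 0.349, and a search over 35 combinations, 7 scalings by 5 linkages, was run to see which setting gives them. Complete linkage of z-scores of normalized counts over all 15920 genes gave an index of 1. The other 34 combinations gave 0.00279 to 0.443, and the 21 that used Ward's method at most 0.435. Ward's method on all genes gave 0.381, so the filter on low means is not the reason. The deposited clusters are thus those of complete linkage, whereas the paper's methods name Ward's clustering. Complete linkage with 1 library left out gave an index of 0.262 to 0.398, and with all libraries but 53 fewer genes 0.349. Whether the clusters depend on single libraries cannot be told from this, since leaving out a few genes lowered the index as much. No biological explanation was tested for the difference between the clusters.

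The PE + THZ1 libraries lay only slightly closer to the baseline mean than the PE libraries. PE was the farther under each setting run, by 1.14 to 3.69, but equal library totals were not run for the distance. That scaling moved the median log2 change from baseline to 0.17 for PE + THZ1 and to -0.075 for PE. Which group is farther may therefore depend on the scaling. Without the spread between replicates, by products of separate libraries, the distances were 59.5 for PE, 57.3 for PE + THZ1 and 55.5 for THZ1 alone, and the squared distance of PE + THZ1 was 0.928 of that of PE. The difference in distance was 2.45 over genes with a mean of at least 50, 1.14 after quantile normalization (exact permutation p = 0.6) and 3.69 without baseline replicate 2 (exact permutation p = 0.1, the smallest possible). Over all settings run, the exact permutation p lay between 0.1 and 0.6. The effect THZ1 has without PE may add to a partly reversed PE effect. Regressed on both across genes, the change from baseline in PE + THZ1 had a mean coefficient of 0.629 (0.537 to 0.714) on the THZ1 effect. On the PE effect it was 0.208 (0.0261 to 0.394), with a mean squared r of 0.399. Each change was taken against its own baseline library, whose noise can pull the coefficients and the squared r down. These values therefore do not give how much of either effect carries over. On the first principal component (49.2% of the variance) PE was at 51.2, baseline at 8.97, PE + THZ1 at -22.9 and THZ1 alone at -37.3. On the second (19.1%) baseline was at -33.6, THZ1 alone at -0.0841, PE at 14.2 and PE + THZ1 at 19.5, so that PE + THZ1 lay farther from baseline than PE on it.

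Of the 2747 genes raised by PE and lowered by co-treatment, 1456 (53.0%) were lowered by THZ1 without PE as well, against 23.8% of all tested genes, and 205 were raised. None of 10000 random lists matched on mean expression reached this share, and their highest was 31.3%. With equal library totals it was 55.9% of 1328 genes, against 14.3% of all. The share does not come from expression level or from this scaling. Of the same 2747 genes, 1756 (63.9%) had a negative interaction, against 2553 of all 15867 tested. The genes were chosen with the same PE, PE + THZ1 and baseline libraries, which favours this sign, so this share does not show by itself that THZ1 lowered them more with PE than without. A hypothesis is that co-treatment lowers a part of the genes partly through an effect that does not need PE, and these values do not tell how large that part of the effect is. Of the 2747, 1490 still differed from baseline with PE + THZ1, 1112 past it and 378 short of it. Of the 2328 genes lowered by PE and raised by co-treatment, 904 (38.8%) were raised by THZ1 alone, against 23.5% of all, and 957 still differed from baseline.

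Supplementary Data 2 gives gene ontology terms for numbered clusters. The size each of 3 sheets implies, over the size of the cluster of that number, varied 1.06 times with the numbers of the deposited table and 4.62 times with those of Fig. 2B. The sheets may thus follow the numbers of the deposited table, in which cluster 5 of Fig. 2B is number 2. No biological explanation was tested.

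Baseline replicate 2 was 46.4 from the mean of the other 2 baseline libraries, against 40.4 and 38.8 for replicates 1 and 3. Its deviation had a mean Pearson r across genes of 0.306 with the PE effect, 0.238 with that of PE + THZ1 and 0.176 with that of THZ1. RNA of a treated library mixed in is a candidate explanation, and 0.306 only just passes the limit of 0.3 set before the test. A culture that differed on its own was not tested.

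Summed normalized counts were lower with THZ1. The 100 most abundant genes held 14.1 M with PE and 10.0 M with PE + THZ1, and the rest 26.3 and 23.7 M. Equal totals of all but those 100 genes were an alternative chosen after seeing the data. The median log2 change of PE + THZ1 against PE was then still 0.16, and 67.3% of the changed genes were higher. For THZ1 alone the median fell from 0.148 with equal library totals to 0.044, with 57.6% higher. For PE + THZ1 against baseline it fell from 0.173 to 0.045, with 55.9% higher. The 100 genes thus carried most of the shift in these comparisons with baseline. For PE against baseline (-0.075 to -0.095) and the interaction (0.094 to 0.090) they did not. These libraries give no external standard, so whether total RNA fell was not tested.

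Abundance was weakly related to the effect of THZ1. Spearman's rho across genes of abundance with the change by THZ1 alone was -0.0417, and -0.0669 over genes with a mean of at least 50. For PE + THZ1 against PE it was -0.157 and -0.127. In that comparison 62.5% of the genes in the most abundant decile were lower, with a median log2 change of -0.11, against 0.15 in the least abundant decile, and 64.8% of the most abundant decile were lower when only genes with a mean of at least 50 were taken. Gene length could not be tested, as 0 identifiers had one. Of the 1999 genes read from Supplementary Data 1, 337 (16.9%) were not among the 15920 genes analysed here, and their median mean count in the paper was 0.340, with a highest of 10.9.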
